A study of Mus musculus with 10 samples. Its data were reported in "A diet-induced animal model of non-alcoholic fatty liver disease and hepatocellular cancer" (2016).

How the data were processed

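Liver RNA of 10 mice of the study's mixed strain was profiled on Illumina mouse bead arrays, 5 from mice fed WD SW and 5 from mice fed CD for 8 weeks. In its account of the diets the study names male mice, 8 to 12 weeks of age. The diet of each array was taken from the sample labels. The labels describe separate samples, and the study describes them as mice. P-values measure the spread between these samples. No array duplicated another, the highest correlation within a diet being 0.988. Replicates were numbered in the order of listing, and these numbers pair no arrays. The titles also hold a number (5 or 7 for WD SW, 12, 13 or 14 for CD) of unstated meaning, which was used only as an alternative and in the closing observations.

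The authors deposited 2 tables. The first holds unnormalized probe signals, a linear fluorescence intensity per probe and array from which the background had not been subtracted. It was the starting point of all main results. The second holds the intensities as normalized by the authors, also linear, in which the arrays share nearly the same distribution. The normalization method is not given in the sources used here. Within each array, the second table was a nearly monotone map of the first (Spearman rho from 0.9999891 to 0.9999956), and it was used as an alternative after log2 transformation. Scanner settings, bead summary, detection p-values and control probes were not used here.

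The planned detection p-values were replaced by values from the signals themselves. For each array the background level was taken as the mode of the log2 signals (kernel density, bandwidth 0.02) and its spread as the SD of the signals below that mode. A probe counted as detected where it exceeded the background at a one-sided normal p of 0.05. Probes detected on at least 5 of the 10 arrays were tested. As a check, 5.85% of the 1504 probes for olfactory and vomeronasal receptors passed this filter, against 38.4% of all probes. Signals were background corrected by the normexp model with an offset of 16, fitted to all probes of an array since no control probes were used, then quantile normalized between arrays and log2 transformed (limma 3.58.1 in R 4.3.3). Quantile normalization forces the same distribution on all arrays, so a shift of most genes in one direction would not be seen, and low signals on a dim array are compressed toward the background.

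Probes were named through the platform annotation: 34885 probes had 1 gene symbol, 18 had several and 10378 had none. Of those with 1 symbol, 34807 matched the GRCm38.p6 RefSeq gene table by gene identifier, which changed 0 symbols, and the table was used for names and gene order only. The probe with the highest mean log2 value stood for each gene, which gave 10187 genes from 17368 tested probes. The 2510 tested probes with no or several symbols were counted apart. Of 3367 genes with several tested probes, 167 had probes called in opposite directions, and such disagreement is given beside the genes named. Probes of a gene that agreed in direction could still differ in size, which is not given for every gene. A gene not above background on any array of a diet is given as a bound: the mean of the brighter diet against, for the dimmer diet, the mean per array of the higher of its own signal and the lowest detected signal.

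Gene differences (WD SW minus CD) were tested with limma's moderated linear model on all 10 arrays without covariates, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Array separation was tested by exact permutation of the diet labels. A total of 41 gene lists, holding 930 genes of which 5 were in more than 1 list, were tested with camera at its preset correlation of 0.01 where at least 5 members were tested, with adjustment over the 36 lists tested, and with an estimated correlation and fry beside it. With the preset correlation 16 lists passed, 12 higher and 4 lower, and with the estimated correlation 0 passed. The genes named were fixed by rule: the 12 largest increases and 12 largest decreases among called genes whose groups do not overlap, genes the study names by transcript or protein, and for each list up to 2 members called higher and 2 called lower, or the brightest member where none was called. The rule took the study's genes as named for these livers, but CHOP, PUMA, BIM and cleaved PARP were reported for a later time point. A few other list members are named with their values and were chosen after the values were seen. The lists, tests, rule and most alternative settings were set before the data were examined. The alternatives covered background correction, normalization, the authors' values, the detection filter, the choice of probe, the variance model, array weights, the title number as a random block and leaving out each array.

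The computation was tested on simulated data for the WD SW against CD comparison of 10187 genes, with the measured gene-wise spread and 200 genes changed. Of 50 genes changed by each size, 98% were recovered at 4-fold, 76% at 2-fold, 28% at 1.5-fold and 0% at 1.25-fold, with 10 unchanged genes called. Far fewer genes were changed there than were called in the data (2996). Recovery after Benjamini-Hochberg adjustment depends on that share, so these rates need not hold for the real comparison. A list raised 2-fold was called, with 0 other lists called. The genes were simulated independently of each other, so this does not test how correlation between genes affects the list calls. In 5 simulated data sets with the measured brightness of each array and no diet difference, 0 of up to 9618 genes were called. Brightness entered there as a single scale factor per array, which quantile normalization largely removes. These data sets therefore cannot exclude gene-specific effects that go with a dim array.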

Results

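Hepatic gene expression was measured in mice of a strain derived from a cross of 129S1/SvImJ and C57Bl/6J mice after 8 weeks on either of 2 diets. The WD SW group received a high fat Western diet together with drinking water containing fructose and glucose. The control group received a chow diet (CD). Total RNA from 10 livers, 5 per diet, was hybridised to Illumina mouse bead arrays that report a fluorescence signal for each of 45281 probes. Each array was a separate sample, and the numbers given to the replicates only name the arrays. The number of arrays limits the precision of every value below. The signal at the 95th percentile was 937 ± 64.6 on the WD SW arrays and 558 ± 209 on the CD arrays (mean ± SD, n = 5 each). CD replicate 1, at 921, was as bright as the WD SW arrays, while CD replicates 2 to 5 lay at 548, 466, 403 and 453. The background level was similar on all arrays, from 78.0 to 88.1. Probes above background made up 41.2% to 45.8% of the total on the WD SW arrays and CD replicate 1, and 33.7% to 36.5% on CD replicates 2 to 5.

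**Figure D1:**
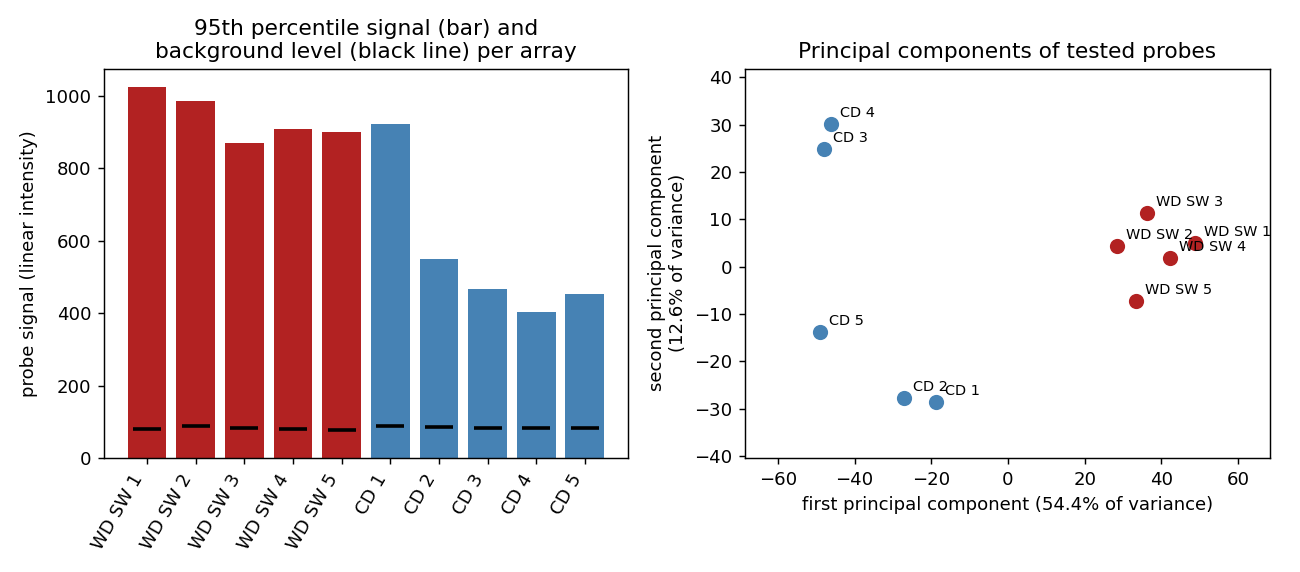
The left panel gives the signal at the 95th percentile of each array as a bar, in linear intensity units, with the background level as a black line, and the right panel gives each array's scores on the first 2 principal components of the normalized log2 values of the tested probes. WD SW arrays are red and CD arrays blue, the diets separate along the first component (54.4% of the variance), and CD replicate 1 is the CD array with the signal of a WD SW array (921).

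The first question was whether the livers of the 2 diets had separate expression profiles and whether mice of a diet resembled each other. On average, arrays of different diets were farther apart than arrays of the same diet. The mean Pearson correlation across tested probes was 0.984 within WD SW, 0.966 within CD and 0.938 between the diets. Single pairs overlapped: CD replicate 1 correlated with WD SW replicate 5 at 0.962, and with CD replicates 3, 4 and 5 at 0.959, 0.961 and 0.960. The mean distance (1 minus r) between diets exceeded that within diets by 0.0373, which gave p = 0.00794 in an exact two-sided permutation test over all assignments, the smallest p that 5 against 5 arrays allow. The first principal component held 54.4% of the variance and separated the diets, with WD SW scores from 28.4 to 48.7 and CD scores from -49.0 to -18.6. The second component held 12.6% and lay within the CD group: CD replicates 3 and 4 scored 24.8 and 30.1, and CD replicates 1 and 2 scored -28.6 and -27.8. The median SD over genes was 0.195 on the log2 scale within WD SW and 0.287 within CD, and 73.7% of genes varied more among the CD arrays.

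The second question was which genes differed between the diets. Of 10187 genes tested with limma, 2996 (29.4%) passed an adjusted p of 0.05. Expression was higher in WD SW for 1449 of them and lower for 1547, so that 48.4% of the calls were increases; 392 rose and 220 fell by more than 2-fold. With median scaling in place of quantile normalization, the median of all genes shifted to -0.22 on the log2 scale and increases made up 27.0% of the calls, so changes are given relative to the bulk of genes. The share of increases also depended on the filter and the choice of probe. It was 39.0% with detection required on all 10 arrays and 53.9% with probes averaged per gene. The 5 values of a diet lay entirely above or below those of the other for 2000 genes (19.6%), where chance would give 0.794%. Because 4 CD arrays were dim, the comparison was repeated in ways chosen after the data were seen: with array brightness as a covariate 391 genes passed, and with CD replicate 1 as the only control, assumed to vary like the WD SW arrays, 804 passed. Over the 2996 genes, the covariate raised the SE by a median factor of 1.63 and the log2 fold change was a median 0.788 times its value without it. Of the 137 called genes among the 143 named by rule, 84 lost their call with the covariate, and 15 kept less than 1/3 of their change or reversed.

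The 12 largest increases included genes of lipid handling, xenobiotic metabolism and macrophages. The gene with the largest increase was *Cyp2b9*, a cytochrome P450 of female mouse liver, which was not above background on any CD array and rose by at least 23.9-fold (limma adjusted p = 7.18e-05). *Cyp4a14*, a PPAR-alpha target that hydroxylates fatty acids, rose by 4.33 ± 0.67 on the log2 scale (log2 fold change ± SE, n = 5 per diet, as below). *Mfsd2a*, a transporter of lysophospholipids, rose by 4.22 ± 0.30, *Plin4*, a lipid droplet coat protein, by 3.997 ± 0.28 and *Pnpla3*, a lipid droplet enzyme, by 3.60 ± 0.19. *Ugt1a9*, a glucuronosyltransferase, rose by 3.55 ± 0.31, *Car3*, a carbonic anhydrase, by 3.45 ± 0.38, and *Rgs16*, a regulator of G protein signaling, by 3.36 ± 0.36. *Mmp12*, the macrophage elastase, rose by 3.25 ± 0.37, *Gpnmb*, a glycoprotein of lipid-laden macrophages, by 3.03 ± 0.33, and *Hamp2*, a hepcidin, by 2.99 ± 0.41. *Ctse*, an aspartic protease, rose by 3.15 ± 0.31, although the lowest of its 3 tested probes gave -0.58. On the CD arrays, *Cyp4a14* and *Pnpla3* were above background on 4 of 5, *Plin4* on 3, *Ugt1a9* and *Gpnmb* on 2, and *Rgs16* and *Mmp12* on 1.

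The 12 largest decreases included genes of sterol synthesis. *Hsd3b5*, a male-specific steroid dehydrogenase of mouse liver, fell by 5.39 ± 0.52 on the log2 scale, a 41.9-fold decrease (limma adjusted p = 1.35e-05). *Sqle*, *Idi1* and *Msmo1*, enzymes of cholesterol synthesis, fell, with log2 fold changes of -4.49 ± 0.30, -3.63 ± 0.17 and -3.14 ± 0.19. *Enho*, which encodes the hepatokine adropin (-3.95 ± 0.21), *Asns*, asparagine synthetase (-3.82 ± 0.35), *Egfr* (-3.01 ± 0.38) and *Selenbp2* (-2.98 ± 0.26) fell as well. *Serpina1e*, an alpha-1 antitrypsin gene, fell by 3.94 ± 0.58. Its log2 values ranged widely within WD SW (SD 1.71) and hardly within CD (SD 0.07). *Tff3* fell by 4.26 ± 0.86, *Moxd1* by at least 15.7-fold and *Dnaic1* by at least 6.16-fold, the last 2 of which were not above background on any WD SW array. On the WD SW arrays, *Hsd3b5* and *Enho* were above background on 4 of 5 and *Tff3* on 2. *Tff3*, *Moxd1* and *Dnaic1* varied strongly among the CD mice, with SDs of 2.52, 2.93 and 2.14. Of the 24 genes with the largest changes, 17 passed with brightness as a covariate. The 7 that did not were *Cyp4a14* (then at 3.39 ± 1.11), *Hamp2* (2.30 ± 0.67), *Egfr* (-2.17 ± 0.58), *Serpina1e* (-3.30 ± 0.97), *Tff3* (-0.94 ± 0.97), *Moxd1* (-2.02 ± 1.51) and *Dnaic1* (-0.52 ± 0.89). *Serpina1e* also missed the threshold against CD replicate 1 alone (adjusted p = 0.075), where *Tff3*, *Moxd1* and *Dnaic1* were not tested.

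**Figure D2:**
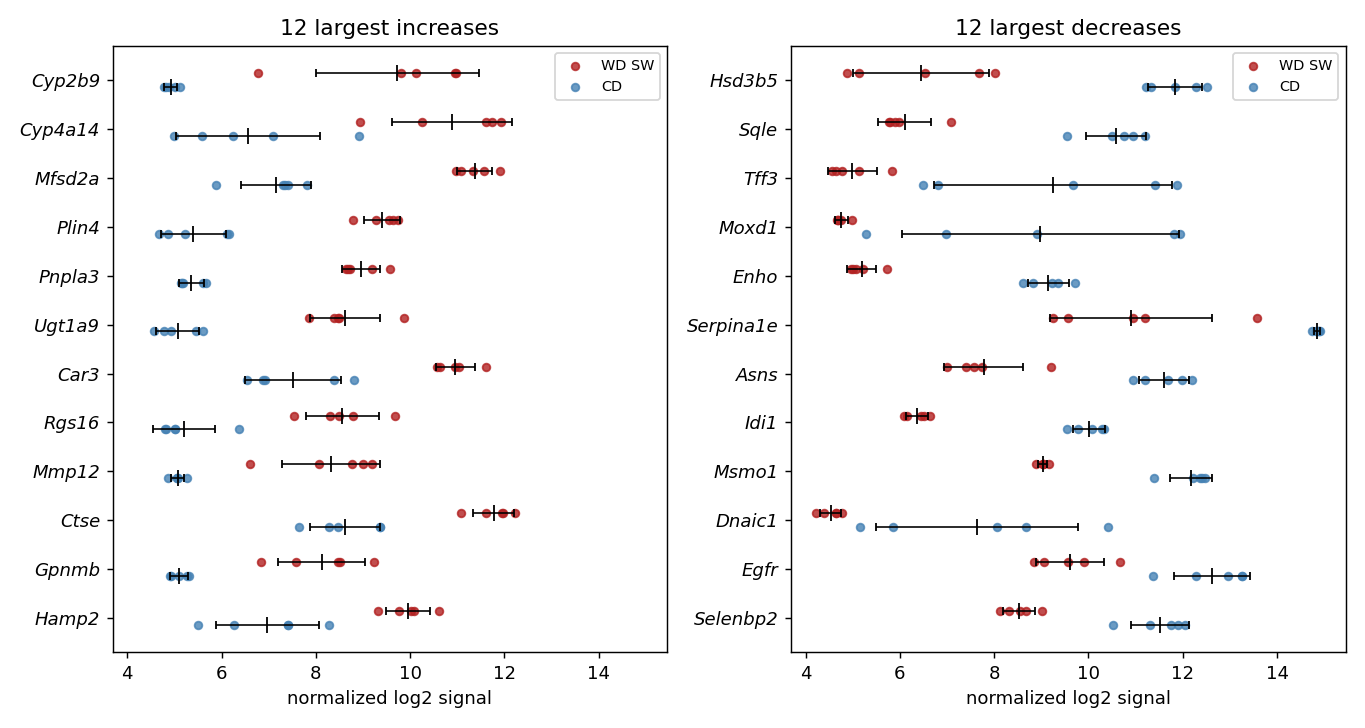
Normalized log2 signal of each array (points, WD SW red and CD blue) for the 12 genes with the largest increase (left) and the 12 with the largest decrease (right), with the mean (vertical tick) and SD (bar) of each diet, n = 5. The 5 WD SW values of each gene lie on one side of all 5 CD values, and the CD values of *Tff3*, *Moxd1* and *Dnaic1* spread widely (SD 2.52, 2.93 and 2.14).

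Most of the tested lipogenic genes rose. In the fatty acid synthesis list, 12 of 18 tested genes rose and none fell (13 and 0 adjusted over the list alone), with a median log2 fold change of 1.17 (camera adjusted p = 1.4e-06, adjusted p = 0.204 with an estimated correlation). The median was 0.59 with brightness as a covariate, 0.80 against CD replicate 1 alone and 0.72 with the authors' values, and the list passed in each. After *Pnpla3*, the largest increase was that of *Thrsp*, a lipogenic regulator, at 2.68 ± 0.36, and *Srebf1*, the transcription factor that drives lipogenesis, rose by 2.62 ± 0.28. In the triglyceride synthesis and lipid droplet list, 16 of 24 genes rose and 2 fell (17 and 2 adjusted over the list alone), with a median of 0.81 (adjusted p = 2.08e-07, adjusted p = 0.204 with an estimated correlation). This median was 0.50 with the covariate and 0.53 with the authors' values. *Cidec*, a lipid droplet fusion protein not above background on any CD array, rose by at least 5.54-fold, whereas the lipase *Pnpla2* and its activator *Abhd5* fell (-0.44 ± 0.14 and -0.45 ± 0.16). In the list of fatty acid oxidation genes and PPAR-alpha targets, 10 of 24 rose and 1 fell (10 and 1 adjusted over the list alone, median 0.52, adjusted p = 0.000495, adjusted p = 0.328 with an estimated correlation). *Etfdh*, which passes electrons from beta-oxidation to the respiratory chain, rose by 2.14 ± 0.23, although another of its probes gave -0.97, and *Hadha*, a mitochondrial beta-oxidation enzyme, fell by 0.62 ± 0.22. In the glycolysis and fructose metabolism list, 6 of 13 rose and 1 fell (7 and 1 adjusted over the list alone, median 0.46, adjusted p = 0.0351, adjusted p = 0.328 with an estimated correlation). The glucokinase regulator *Gckr* rose by 1.57 ± 0.24 and the glucose transporter *Slc2a2* by 1.44 ± 0.29, while *Pfkl* fell by 0.63 ± 0.18. With brightness as a covariate, the oxidation list missed the threshold (median 0.22, adjusted p = 0.0909) and so did the glycolysis list (median 0.10, adjusted p = 0.313). Against CD replicate 1 alone both missed it as well (median 0.23, adjusted p = 0.0501, and median 0.15, adjusted p = 0.332). Without CD replicate 3, without CD replicate 5 and without CD replicates 3 and 4, whose titles share the number 13 (a setting chosen after the data were seen), the glycolysis list also missed it (adjusted p = 0.0557, 0.0587 and 0.0684), with medians of 0.50, 0.42 and 0.59. Without CD replicates 3 and 4 the oxidation list passed with a median of 0.20.

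**Figure D3:**
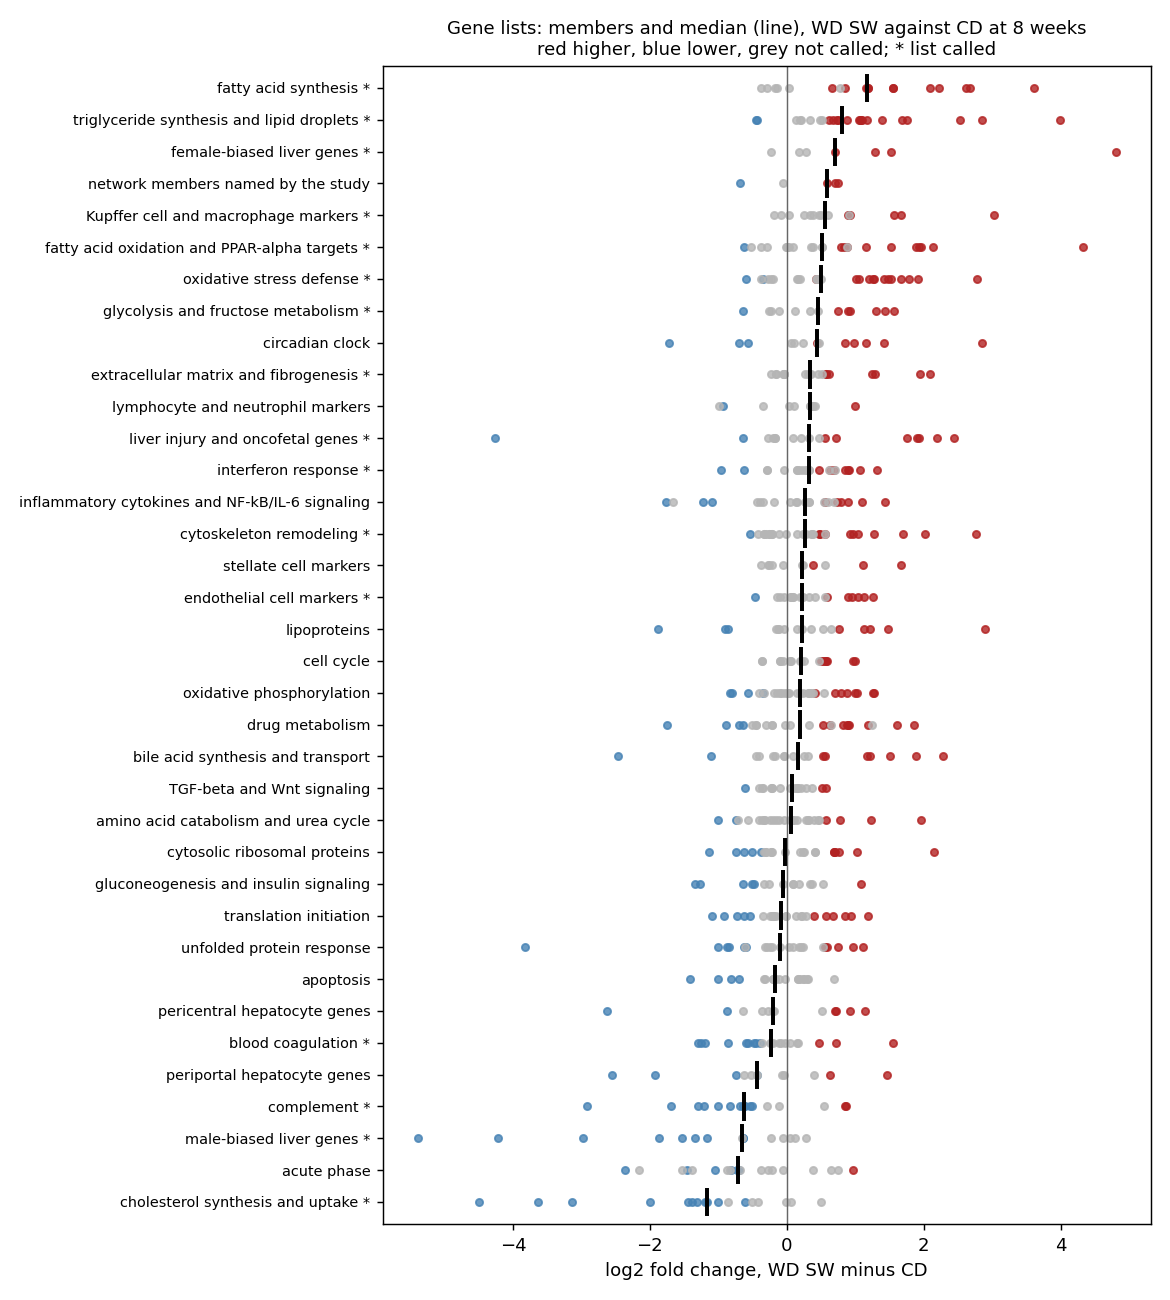
Log2 fold change (WD SW minus CD) of each tested member of the 36 gene lists with at least 5 tested genes, as points coloured red for genes called higher, blue for genes called lower and grey for the rest, with the list median as a black line and an asterisk at each list that passed the test. The median ran from -1.17 in the cholesterol synthesis list to 1.17 in the fatty acid synthesis list.

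Most of the tested genes of cholesterol synthesis and uptake fell. In the list of cholesterol synthesis and uptake genes, 11 of 17 fell and none rose (12 and 1 adjusted over the list alone), with a median of -1.17 (camera adjusted p = 2.08e-07, adjusted p = 0.247 with an estimated correlation). *Srebf2*, the transcription factor that drives sterol synthesis, fell by 1.17 ± 0.15. In the bile acid list, 7 of 18 genes rose and 2 fell (7 and 2 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.185). *Abcg5*, a sterol exporter, rose by 2.28 ± 0.28 and *Abcc2*, a canalicular exporter, by 1.89 ± 0.19. *Cyp7b1*, an enzyme of the alternative bile acid pathway, fell by 2.47 ± 0.24. The uptake transporter *Slco1a1*, above background on 2 WD SW arrays, fell by 1.10 ± 0.13. Among lipoprotein genes, 5 of 17 rose and 3 fell (6 and 3 adjusted over the list alone, list adjusted p = 0.198). *Apoa4* rose by 2.90 ± 0.34 and *Apob* by 1.49 ± 0.20, whereas *Apom* (-1.89 ± 0.19) and *Lrp1* (-0.90 ± 0.18) fell.

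Genes with sex-biased expression in mouse liver changed in both directions. Of the male-biased genes, 9 of 15 fell and none rose (9 and 0 adjusted over the list alone, median -0.65, camera adjusted p = 0.000495, adjusted p = 0.259 with an estimated correlation). Their median was -1.15 with median scaling, -1.14 with brightness as a covariate, -1.16 against CD replicate 1 alone and -1.07 without CD replicates 3 and 4. Of the female-biased genes, 4 of 7 rose and none fell (4 and 0 adjusted over the list alone, median 0.70, adjusted p = 0.0119, adjusted p = 0.247 with an estimated correlation). *Acot3*, a peroxisomal thioesterase in this list that was above background on 3 CD arrays, rose by 1.53 ± 0.20. The female-biased call was lost with median scaling (list median 0.41, adjusted p = 0.0603) and with no filter (adjusted p = 0.0677, list median -0.03) and without WD SW replicate 1 or 2 (adjusted p = 0.0805 and 0.0584, list median 0.53 and 0.60). The female-biased median was 0.33 with no background correction, 1.18 with the covariate and 1.46 against CD replicate 1 alone. The study names male mice in its account of the diets. *Eif2s3y*, a gene of the Y chromosome, was above background on all 10 arrays, at 9.91 to 10.49, and did not pass the test (log2 fold change -0.11, adjusted p = 0.557).

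Of the oxidative stress defense genes, 13 of 25 rose and 2 fell (13 and 2 adjusted over the list alone, median 0.50, or 1.02 with detection required on all 10 arrays, camera adjusted p = 0.000105, adjusted p = 0.204 with an estimated correlation). The glutathione transferase *Gsta2* rose by 2.78 ± 0.45 and the lipid peroxide reductase *Gpx4* by 1.92 ± 0.23, while *Keap1*, the inhibitor of NRF2, and *Prdx1* fell (-0.59 ± 0.14 and -0.35 ± 0.12). The highest of the 4 *Keap1* probes gave 0.22. Drug metabolism genes went both ways, with 9 of 24 higher and 4 lower (12 and 5 adjusted over the list alone, list adjusted p = 0.202). *Cyp2d26* rose by 1.86 ± 0.27 and *Cyp2a5* by 1.61 ± 0.38, whereas *Cyp1a2* and *Cyp3a13* fell (-1.75 ± 0.24 and -0.88 ± 0.17), although another *Cyp3a13* probe gave 0.81. With brightness as a covariate *Cyp2a5* stood at 0.17 ± 0.43. Among pericentral hepatocyte genes, 4 of 12 rose and 2 fell (4 and 2 adjusted over the list alone, list adjusted p = 0.976), with *Nt5e* at 1.15 ± 0.36, *Aldh1a1* at 0.93 ± 0.21, *Slc1a2* at -0.87 ± 0.21 and *Avpr1a* at -2.63 ± 0.21. With the covariate *Nt5e* stood at 0.26 ± 0.54 and *Aldh1a1* at 0.23 ± 0.27. Among periportal genes, 2 of 12 rose and 4 fell (2 and 5 adjusted over the list alone, list adjusted p = 0.202). *Trf*, transferrin, rose by 1.46 ± 0.23 and *Uox* by 0.63 ± 0.19 (its other probe gave -0.57), and *Cdh1*, E-cadherin, fell by 2.55 ± 0.27. The tested *Alb* probe fell by 1.93 ± 0.22 from a CD log2 level of 8.99.

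Complement genes were mostly lower. In the complement list, 12 of 17 genes fell and 2 rose (12 and 3 adjusted over the list alone, median -0.63, camera adjusted p = 0.000695, adjusted p = 0.258 with an estimated correlation). *C8b* and *C6*, components of the membrane attack complex, fell (-2.92 ± 0.23 and -1.70 ± 0.24), and *Mbl2* and *C1s1* rose by 0.87 ± 0.16 and 0.85 ± 0.24. In the blood coagulation list, a process the study singled out, 9 of 22 fell and 3 rose (9 and 3 adjusted over the list alone, median -0.24, or -0.51 with median scaling, adjusted p = 0.0449, adjusted p = 0.247 with an estimated correlation). *Hrg* fell by 1.29 ± 0.16 and *F11* showed a 2.38-fold decrease, though other probes of both were higher (0.28 and 0.59), and *Serpind1* rose by 1.55 ± 0.18 and *F7* by 0.73 ± 0.21. The coagulation call was lost with brightness as a covariate (median -0.17, adjusted p = 0.114), against CD replicate 1 alone (-0.20, adjusted p = 0.186), with probes averaged per gene (-0.22, adjusted p = 0.187), with detection required at p under 0.01 (-0.23, adjusted p = 0.0773) or on all 10 arrays (-0.22, adjusted p = 0.199) and without CD replicates 3 and 4 (-0.16, adjusted p = 0.0837). It was also lost without WD SW replicate 1, 2 or 5 (adjusted p = 0.0546, 0.106 and 0.0588) or CD replicate 2, 4 or 5 (adjusted p = 0.0594, 0.0547 and 0.0559), with medians of -0.22, -0.22, -0.25, -0.28, -0.16 and -0.32 in that order. In the acute phase list, 6 of 20 fell and 1 rose (6 and 1 adjusted over the list alone), and the list did not pass (median -0.71, adjusted p = 0.0546). *Mt2* (-2.36 ± 0.71) and *Apcs* (-1.46 ± 0.35) fell, and *Hp* rose by 0.97 ± 0.28. With the covariate *Mt2* reversed to 0.34 ± 0.81 and *Apcs* stood at -0.38 ± 0.48. CD replicates 3 and 4 stood apart in this list: 16 of its 20 genes were over 1 log2 unit higher there than on the other 3 CD arrays. *Saa1* read 13.21 and 13.99 on these arrays against 6.42 to 7.69 on the other CD arrays and 9.31 to 11.26 on the WD SW arrays. The lower list median therefore leaned on CD replicates 3 and 4. Against the other 3 CD arrays, members went both ways. *Saa1*, *Lcn2*, *Orm2* and *Hp* were higher on every WD SW array, and *Apcs*, *Crp*, *Itih4* and *Hamp* were lower on every one.

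Some macrophage markers rose. Of the Kupffer cell and macrophage markers, 6 of 16 rose and none fell (7 and 0 adjusted over the list alone, median 0.55, camera adjusted p = 0.000495, adjusted p = 0.38 with an estimated correlation). The median was larger with brightness as a covariate (1.31), against CD replicate 1 alone (1.33) and without CD replicates 3 and 4 (1.01). Besides *Gpnmb*, the complement subunit *C1qb* rose by 1.67 ± 0.26, while *Timd4* and *Clec4f*, markers of resident Kupffer cells, stood at -0.19 and -0.08 and did not pass. Of the endothelial markers, 6 of 20 rose and 1 fell (6 and 1 adjusted over the list alone, median 0.23, adjusted p = 0.00928, adjusted p = 0.204 with an estimated correlation), with *Lyve1* at 1.26 ± 0.34, *Fcgr2b* at 1.13 ± 0.17 and *Kdr* at -0.47 ± 0.15. The endothelial median was 0.41 with the covariate, where *Kdr* stood at -0.11 ± 0.22, and 0.49 against CD replicate 1 alone. *Lyve1* was above background on 3 CD arrays, and the lowest *Fcgr2b* probe gave -0.17. Of the stellate cell markers, 3 of 11 rose and none fell (4 and 0 adjusted over the list alone, list adjusted p = 0.198), among them *Ecm1* (1.67 ± 0.27) and *Colec11* (1.11 ± 0.17). The other *Ecm1* probe gave 0.03. Of the lymphocyte and neutrophil markers, 1 of 12 rose and 1 fell (1 and 1 adjusted over the list alone, list adjusted p = 0.202), with *Coro1a* at 1.001 ± 0.23 and *Prf1* at -0.93 ± 0.17. The lowest *Coro1a* probe gave 0.16. Lists of other cell types had under 5 tested genes and were not tested as lists. Of these genes, the cholangiocyte transcription factor *Sox9* fell by 2.11 ± 0.23, *Hba-a1* of red cells rose by 0.92 ± 0.21, *Car3*, also an adipocyte gene, rose as given above, the pancreatic elastases *Cela2a* and *Cela1* fell (-1.60 ± 0.35 and -1.09 ± 0.26), and *Actn3* of skeletal muscle stood at -0.05 ± 0.19. With the covariate *Cela2a* stood at -0.40 ± 0.45 and *Cela1* at -2.08 ± 0.31. *Cela2a* was above background on 2 WD SW arrays and *Actn3* on 3 CD arrays. In the cholangiocyte and erythroid lists, 1 of 4 tested genes passed in each, in the adipocyte list 1 of 2, in the acinar list 2 of 3 and in the muscle list none of 3.

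Some matrix, cytoskeletal and injury genes rose. In the list of extracellular matrix and fibrogenesis genes, 7 of 20 rose and none fell (8 and 0 adjusted over the list alone, median 0.34, camera adjusted p = 0.00928, adjusted p = 0.38 with an estimated correlation). The median was 0.12 with median scaling, 0.11 with detection required on all 10 arrays, 0.18 with the authors' values and 0.57 with brightness as a covariate, and the list passed in each. *Fn1*, fibronectin, rose by 2.09 ± 0.33, the collagenase *Mmp13* by 1.95 ± 0.31 and *Col1a1* by 0.62 ± 0.21, while *Acta2*, a marker of activated stellate cells, stood at -0.04. The other probe of *Mmp13* gave -0.13, and *Mmp13* and *Col1a1* were above background on 1 CD array. In the cytoskeleton remodeling list, another process named by the study, 10 of 30 rose and 1 fell (10 and 1 adjusted over the list alone, median 0.26, or -0.13 with median scaling and 0.13 with the authors' values, adjusted p = 0.0173, adjusted p = 0.247 with an estimated correlation). *Anxa2* rose by 2.77 ± 0.21, though its other probe gave 0.26, and *Tuba1b* rose by 2.01 ± 0.36, and *Arpc2* fell by 0.53 ± 0.14. In the liver injury and oncofetal list, 7 of 17 rose and 2 fell (8 and 2 adjusted over the list alone, median 0.33, adjusted p = 0.0214, adjusted p = 0.259 with an estimated correlation). Its median was 0.13 with median scaling, 0.15 with the authors' values, 0.19 with brightness as a covariate and 0.59 without CD replicates 3 and 4, and it passed in each. *Ly6d*, not above background on any CD array, rose by at least 4.31-fold and *Lgals1* rose 4.59-fold, and *Igf2* fell by 0.64 ± 0.22. The list also holds *Tff3*, which fell by 4.26 ± 0.86, or by 0.94 ± 0.97 with the covariate. In the cell cycle list, 7 of 19 rose and none fell (7 and 1 adjusted over the list alone), which missed the threshold for the list (adjusted p = 0.0508). *Ccnd1*, cyclin D1, rose by 0.996 ± 0.29 and *Tyms*, above background on 4 CD arrays, by 0.97 ± 0.15, although another *Tyms* probe gave -0.54.

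For these livers the study reported that transcripts pointed to higher apoptotic and inflammatory signaling, and for a later time point increases of the CHOP transcript and of the PUMA, BIM and cleaved PARP proteins. It also reported PERK phosphorylation by 8 weeks, more phosphorylated JNK after week 8, and more FAS and ACC on immunoblots at week 8. Splicing of *Xbp1*, its measure of IRE1 activity, was unchanged. The transcript levels below do not measure phosphorylation, splicing or protein. For its transcripts the study described gene set enrichment over predefined pathways. The lists below were drawn up separately and tested with camera, so they do not repeat that analysis. In the interferon list, 8 of 23 genes rose and 2 fell (9 and 2 adjusted over the list alone, median 0.32, camera adjusted p = 0.0173, adjusted p = 0.424 with an estimated correlation). *Gbp3* rose by 1.32 ± 0.22 and *Irf7* by 1.07 ± 0.30, while *Mx2* and *Irgm1* fell (-0.96 ± 0.18 and -0.62 ± 0.14). This call was lost with brightness as a covariate (median 0.29, adjusted p = 0.0703), against CD replicate 1 alone (median 0.38, adjusted p = 0.13) and without WD SW replicate 3 (median 0.21, adjusted p = 0.0884). The fry test, which unlike camera does not set a list against the other genes, gave an adjusted p of 0.0564. In the cytokine and NF-kB/IL-6 list, 6 of 23 rose and 3 fell (7 and 3 adjusted over the list alone, list adjusted p = 0.269). *Vcam1* rose by 1.44 ± 0.28 and the chemokine *Ccl4* by 1.10 ± 0.27, and *Socs3* and *Il6ra* fell (-1.77 ± 0.43 and -1.22 ± 0.28), though with brightness as a covariate they stood at -0.13 ± 0.49 and -0.16 ± 0.31. The other *Il6ra* probe gave -0.06. On the CD arrays, *Irf7*, *Ddit3* and *Eif2ak3* were above background on 3 and *Ccl4* on 4. In the unfolded protein response list, 5 of 23 rose and 6 fell (5 and 6 adjusted over the list alone, list adjusted p = 0.615). *Ddit3*, which encodes CHOP, rose by 0.75 ± 0.17, *Calr* by 1.11 ± 0.28 and *Pdia3* by 0.97 ± 0.20, whereas *Xbp1* fell by 0.85 ± 0.18. The largest change among the called members was that of *Asns*, which fell by 3.82 ± 0.35. *Ern1*, the IRE1 sensor, fell from a mean log2 value of 9.98 to 8.98, though its other probe gave -0.03. With median scaling *Ddit3* missed the threshold (adjusted p = 0.0673). *Eif2ak3*, which encodes PERK, stood at 0.18 ± 0.17 (adjusted p = 0.438). In the apoptosis list, none of 22 rose and 4 fell (0 and 4 adjusted over the list alone, list adjusted p = 0.292). *Tnfrsf10b*, a death receptor, fell by 1.41 ± 0.26 and *Bbc3*, which encodes PUMA, fell by 1.01 ± 0.18, though a second *Bbc3* probe gave -0.09. *Bcl2l11* (0.30 ± 0.18), *Parp1* (-0.11 ± 0.11) and *Mapk8* (-0.44 ± 0.18) did not pass, although *Mapk8* passed without CD replicate 4 (-0.60, adjusted p = 0.00832), without CD replicates 3 and 4 (-0.65, adjusted p = 0.0103) and with probes averaged (-0.44, adjusted p = 0.0137). The other *Parp1* probe gave 0.50. *Fasn*, fatty acid synthase, rose by 1.18 ± 0.16 and was above background on 1 CD array. *Acaca* was not tested here.

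Members of the network that the study drew from these samples were examined as a list of 5, which is therefore not independent evidence of its direction. *Tgfbr2* rose by 0.74 ± 0.18, *Ilk* by 0.70 ± 0.17 and *Jak2* by 0.59 ± 0.13, *Smad3* fell by 0.68 ± 0.19, and *Ctnnb1*, beta-catenin, stood at -0.05 ± 0.15 (limma adjusted p = 0.838), its 4 probes ranging from -0.73 to 0.48. With brightness as a covariate, *Tgfbr2* passed (1.38, adjusted p = 0.0053), and *Jak2* (0.40 ± 0.21), *Ilk* (0.43 ± 0.27), *Smad3* (-0.13 ± 0.26), *Fasn* (0.86 ± 0.26), *Ddit3* (0.74 ± 0.29), *Xbp1* (-0.21 ± 0.21) and *Bbc3* (-0.99 ± 0.30) did not. Among these, *Ddit3* and *Bbc3* kept nearly the same change with a larger SE, and *Smad3* and *Xbp1* lost most of theirs. Counts were 3 higher and 1 lower over all genes and the same adjusted over the list alone (list adjusted p = 0.202). In the TGF-beta and Wnt list, 2 of 18 rose and 1 fell (1 and 1 adjusted over the list alone, list adjusted p = 0.851), with *Wnt5b* at 0.57 ± 0.13, *Dvl1* at 0.51 ± 0.18 and *Fzd5* at -0.61 ± 0.16. *Wnt5b* was above background on 1 CD array, and with the covariate *Dvl1* stood at -0.0176 ± 0.24.

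Clock genes moved in opposite directions. Of 14 tested, 6 rose and 3 fell (6 and 3 adjusted over the list alone, list adjusted p = 0.195). *Dbp*, an output gene of the clock, rose by 2.85 ± 0.60 and *Per1* by at least 2.04-fold, while *Arntl* and *Clock*, the positive arm of the oscillator, fell (-1.72 ± 0.24 and -0.70 ± 0.16). Genes of the remaining metabolic and housekeeping lists also went both ways, and none of these lists passed. In the list for gluconeogenesis and insulin signaling, 1 of 15 rose and 5 fell (1 and 5 adjusted over the list alone, adjusted p = 0.509), with *Pcx* at 1.08 ± 0.17, *Pck1* at -1.34 ± 0.38 and *Irs2* at -1.27 ± 0.19. In the amino acid catabolism and urea cycle list, 4 of 28 rose and 2 fell (4 and 2 adjusted over the list alone, adjusted p = 0.557). *Asl* rose by at least 3.04-fold and *Cth* by 1.24 ± 0.21, and *Aass* and *Hal* fell (-0.997 ± 0.22 and -0.75 ± 0.26), although the other *Aass* probe gave 0.30. In the oxidative phosphorylation list, 8 of 31 rose and 4 fell (8 and 4 adjusted over the list alone, adjusted p = 0.0727), with *Sdhb* and *Ndufs3* both at 1.27 (SE 0.18 and 0.21), *Ndufb5* at -0.83 ± 0.16 and *Cox7b* at -0.80 ± 0.25. In the translation initiation list, 6 of 24 rose and 5 fell (6 and 6 adjusted over the list alone, adjusted p = 0.979). *Eif3b* rose by 1.18 ± 0.19 and *Eif2s3x* by 0.94 ± 0.19, and *Eif3k* fell by 1.09 ± 0.15, though its other probe gave -0.10. With brightness as a covariate *Eif2s3x* stood at 0.27 ± 0.23. *Eif3c* fell by 0.91 ± 0.14 on its brightest probe and stood at 1.41 on its other, and *Eif3b* was above background on 1 CD array. The translation initiation list had a median of -0.09 and a mean of 0.00132, with fry pointing down and camera up. Among cytosolic ribosomal protein genes, 6 of 23 rose and 5 fell (7 and 6 adjusted over the list alone, adjusted p = 0.755), with *Rps6* at 2.15 ± 0.23, *Rps9* at 1.02 ± 0.23, *Rplp0* at -0.73 ± 0.15 and *Rps25* at -1.14 ± 0.20. Their median was -0.03 and their mean 0.11.

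With brightness as a covariate, the log2 fold changes of further named genes moved by more than 1.5 times. The increase was smaller for *Tuba1b* 0.86, *Rps9* 0.44, *Ndufs3* 0.57, *Ecm1* 0.80, *F7* 0.36, *Gckr* 0.78, *Wnt5b* 0.28, *Irf7* 0.55, *Mbl2* 0.46, *Car3* 1.92, *Lgals1* 1.252, *Sdhb* 0.78, *Cyp2d26* 1.18, *Ctse* 2.04 and *Gpx4* 1.254. The decrease was smaller for *Pnpla2* -0.16, *Pck1* -0.54, *Igf2* -0.26, *Prf1* -0.38, *Pfkl* -0.27, *Rps25* -0.51, *Aass* -0.45, *Lrp1* -0.45, *Tnfrsf10b* -0.72, *Rplp0* -0.38, *Sox9* -1.19, *Arpc2* -0.30, *Clock* -0.40, *Cyp3a13* -0.54, *F11* -0.79, *Hrg* -0.82 and *Abhd5* -0.29. The change was larger for *Hadha* -0.93, *Bcl2l11* 0.45, *Ccnd1* 1.53, *Slc1a2* -1.36, *Dbp* 4.59, *Mapk8* -0.72, *Lyve1* 2.21 and *Eif2ak3* 0.57. *Ctnnb1* and *Actn3*, near 0 without the covariate, stood at 0.23 and 0.17.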

Values the study reported

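The Western diet of the study held 42% of its calories as fat and 0.1% cholesterol. For its strain, the study tested 158 single nucleotide polymorphisms, placed about 60% of them in the C57BL/6 background and described the mice tested as genetically identical. For the liver transcriptome after 8 weeks of the diet, it reported a likeness to human NASH at an FDR of 0.02.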

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

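Of the tests below, the ratios with CD replicates 2 to 5 held out were chosen only after the ratio for CD replicate 1 had been seen. CD replicate 1, with a 95th percentile signal of 921, lay far above the other CD arrays at 403 to 548, so that a dim signal went with the CD diet on 4 of 5 arrays. Chance assignment of single arrays can be excluded for the gene count: of 100 splits of the 10 arrays into 5 and 5, only the real one (1 split) called as many as 2996 genes, and the highest other count was 2. These splits take the arrays one by one, although arrays of a title number resembled each other and each number lies within 1 diet. Only 3 splits, the real one among them, keep the numbers whole, which is too few for a share under 0.05, and the other 2 of them called 0 and 2 genes. The same limit holds for the permutation p of array separation. With the title number as a random block 2169 genes passed. Brightness is not excluded. For 722 genes chosen between WD SW replicates 1 to 3 and CD replicates 2 to 5, the difference of WD SW replicates 4 and 5 from the bright CD replicate 1 kept its sign for 97.0% and had a median ratio of 0.638 to the difference used for choosing, but a single bright CD array cannot settle it. With each other CD array held out in the same way, the ratio was 0.726 for the dim CD replicate 2, which shares a title number with CD replicate 1, and 0.923 to 0.944 for CD replicates 3 to 5, so the lower ratio may go with the title number as well as with brightness.

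For the number of gene lists called, chance cannot be excluded: 6 of the 100 splits, the real one among them, called at least as many as the diets (16), and the highest other count was also 16. Of the 5 others, 4 were among the 23 splits that set 4 arrays of a diet against 4 of the other and so hold much of the diet difference, and 1 was among the 76 splits that mix the diets 3 to 2. The median number of lists called was 13 in those 23 splits and 6 in those 76 splits. The splits other than the real one called 2 genes at most. Camera at the preset correlation thus passed several lists in splits where hardly any gene passed, which limits the list p-values given above.

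Single arrays stood far from the other 4 of their diet for 8 named genes, among 74 groups of gene values examined, where chance alone would give about 3.7 such results, and for the 95th percentile signal of CD replicate 1 given above (78 groups in all, 9 such results, 3.9 by chance). On WD SW replicate 3, *Cyp2b9* was low (log2 value 6.77, others 9.80 to 10.98), and *Sqle* (7.08) and *Moxd1* (4.99) were high. On CD replicate 5, *Rgs16* was high (6.36, others 4.79 to 5.02), and *Mfsd2a* (5.88) and *Msmo1* (11.4) were low. *Smad3* was low on CD replicate 1 (8.65, others 9.26 to 9.48), and *Parp1* was high on CD replicate 3 (9.20).

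Among the 2510 tested probes with no or several gene symbols, which the comparisons above leave out, 785 passed the threshold. The largest change was that of the unnamed probe ILMN_2638923, which rose by 6.12 on the log2 scale, more than any named gene.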

How the results depend on the processing

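The brightness covariate, the use of CD replicate 1 as sole control and the removal of the CD arrays of title number 13 were chosen after seeing the data, and the other settings before. Array separation kept its direction and its exact permutation p stayed below 0.05 under every setting run for it. The separation was 0.0329 to 0.0446 with each array left out. The gene count ran from 2270 to 3358 with each array left out, and was 2169 with the title number as a random block. With median scaling, 3263 genes were lower against 1547. With brightness as a covariate, 391 genes passed (205 higher, 186 lower), 364 of them among the 2996. With CD replicate 1 as sole control, 804 passed (474 higher, 330 lower), 633 of them among the 2996. The covariate, which runs with diet, raised the SE by a median factor of 1.63 over the 2996 genes, and their log2 fold changes were a median 0.788 times those without it. The single control leaves fewer samples. The cause was not otherwise tested. The number of lists ran from 14 to 18 with each array left out, was 16 with the brightness covariate and 13 with CD replicate 1 alone, and fell to 0 with an estimated correlation. The 16 lists passing with the brightness covariate were not the same set: 12 of the 16 lists called without it kept their call and 4 lost it. Without the CD arrays of title number 13, 2437 genes and 15 lists passed. The 24 genes with the largest changes kept their calls wherever tested under the settings chosen before the data were examined. With detection required on all 10 arrays, 13 of them were not tested. These genes were picked from the same data for their large changes, so kept calls are little further evidence. Of the 143 genes named by rule 137 were called. With the brightness covariate 53 of these kept their call and 84 lost it, 2 of them reversed. Against CD replicate 1 alone 64 of 132 tested kept it and 68 lost it, and with an array left out 2 to 10 lost it. With the title number as a random block 9 lost it (*Abhd5*, *Dvl1*, *Hadha*, *Hal*, *Igf2*, *Kdr*, *Pnpla2*, *Prdx1* and *Uox*), and without title number 13 16 of 135 did (*Abhd5*, *Arpc2*, *C1s1*, *Dvl1*, *F7*, *Igf2*, *Irf7*, *Kdr*, *Mt2*, *Nt5e*, *Pck1*, *Pfkl*, *Pnpla2*, *Prdx1*, *Smad3* and *Uox*), among which *Mt2* went to -1.27, *Pck1* to -0.82 and *F7* to 0.43.

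Direction changed for 8 named genes, of which *Eif2ak3*, *Parp1*, *Actn3* and *Ctnnb1* had not passed and *Eif3c*, *Mmp13*, *Dvl1* and *Mt2* had. The cause was not tested unless stated. *Eif2ak3* was -0.27 with median scaling, *Parp1* 0.00166 with cyclic loess and 0.19 with probes averaged, *Eif3c* 0.25 with probes averaged, and *Mmp13* -0.13 when detection on all arrays was required, which leaves its other probe. With the brightness covariate *Actn3* was 0.17, *Ctnnb1* 0.23, *Dvl1* -0.0176 and *Mt2* 0.34. Against CD replicate 1 alone *Actn3* was 0.49 and *Ctnnb1* 0.20, and without title number 13 they were 0.0487 and 0.11. With each array left out, *Actn3* ran from -0.16 to 0.10 and *Ctnnb1* from -0.11 to 0.0266. Signal over background limits the dim arrays, where the 95th percentile was 4.82 to 6.42 times the background, against 10.4 to 12.8 on the others.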

Other observations

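The tests on acute phase genes against dim arrays, on title numbers and on *Tm7sf3* were chosen only after the values had been seen, and that on white blood cell markers before. Within the chow-fed group, CD replicates 3 and 4, whose titles share the number 13, carried a strong acute phase profile. Relative to the other 3 CD arrays, *Lcn2* was 7.10 log2 units higher, *Saa1* 6.50, *Saa3* 6.30, *Saa2* 4.95, *Orm2* 4.37 and *Il1rn* 3.96, and the median over the 20 tested acute phase genes was 1.92, while the median of all 10187 genes was -0.00378. The metallothioneins *Mt1* and *Mt2* were high on these arrays and on CD replicate 5 as well. Brightness is argued against, since CD replicates 2 and 5 were also dim (95th percentile 548 and 453, against 466 and 403) and lay lower by a median of 1.86. White blood cells in the sample stay open: lymphocyte and neutrophil markers were higher by a median of only 0.282, but 8 of these 12 markers lay near background, where a small share of cells would not show, so that a low median does not exclude them, and the abundant neutrophil transcripts *S100a8* and *S100a9* were higher by 1.93 and 2.11. An inflammatory stimulus shared by the mice of that number is a candidate explanation that the labels do not allow to be tested.

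Arrays of a diet that share a title number resembled each other more than those that do not, mostly within CD: the mean r was 0.979 over 2 pairs against 0.963 over 8 pairs in CD, and 0.985 over 4 pairs against 0.983 over 6 pairs in WD SW, where single pairs overlapped. The exact one-sided permutation p over all 150 relabelings within the diets was 0.00667, the smallest they can give, which argues against chance. The meaning of the number is not given in the sources used here.

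A pair of neighbouring genes differed strongly between title numbers in both diets. *Tm7sf3* lay at 8.75 to 9.11 on the 3 WD SW arrays of number 7 and at 8.01 and 8.26 on the CD arrays of number 12, but at 4.50 to 4.72, near background, on the arrays of numbers 5, 13 and 14. *Fgfr1op2* followed the same pattern, 2.91 higher for number 7 than for number 5 and 1.73 higher for number 12 than for number 13. Brightness is argued against, because the dim CD replicate 2 lay at least 1.53 above the mean of CD replicates 3 to 5 for both genes. The pair was noticed as neighbours, with 0 genes between them, so their position restates the pattern. Of the 20 genes with the largest smaller difference between title numbers in both diets, 0 besides this pair lay within 10 genes of *Tm7sf3*, and a strain variant of this stretch still segregating between the mice stays open. The study described the mice it genotyped as genetically identical. It tested a limited set of polymorphisms in a random set of mice, which does not exclude such a variant. The probes do not settle it either: *Tm7sf3* had a single tested probe, and the second *Fgfr1op2* probe, near background at 5.12, showed no difference (-0.00456 and -0.00547).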
